# Substrate fluxes in brown adipocytes upon adrenergic stimulation and uncoupling protein 1 ablation

**DOI:** 10.26508/lsa.201800136

**Published:** 2018-11-14

**Authors:** Sabine Schweizer, Josef Oeckl, Martin Klingenspor, Tobias Fromme

## Abstract

Brown adipocytes are highly specialized cells with the unique metabolic ability to dissipate chemical energy in the form of heat. We determined and inferred the flux of a number of key catabolic metabolites, their changes in response to adrenergic stimulation, and the dependency on the presence of the thermogenic uncoupling protein 1 and/or oxidative phosphorylation. This study provides reference values to approximate flux rates from a limited set of measured parameters in the future and thereby allows to evaluate the plausibility of claims about the capacity of metabolic adaptations or manipulations. From the resulting model, we delineate that in brown adipocytes (1) free fatty acids are a significant contributor to extracellular acidification, (2) glycogen is the dominant glycolytic substrate source in the acute response to an adrenergic stimulus, and (3) the futile cycling of free fatty acids between lipolysis and re-esterification into triglyceride provides a mechanism for uncoupling protein 1–independent, non-shivering thermogenesis in brown adipocytes.

## Abstract (precis)

Quantification of substrate fluxes in brown adipocytes clarifies contributors to extracellular acidification, identifies a futile cycle of lipolysis and re-esterification, and suggests a role for glycogen during activation.

## Introduction

Brown adipocytes are highly specialized cells with the unique metabolic ability to dissipate chemical energy in the form of heat, thereby providing a means of non-shivering thermogenesis. This process is mediated by uncoupling protein 1 (UCP1) located in the inner mitochondrial membrane, where it uncouples respiration from adenosine triphosphate synthesis. Upon cold exposure, sympathetically released norepinephrine induces lipolysis. Released free fatty acids (FFAs) serve as both activators and fuel of non-shivering thermogenesis (for a review, see Cannon & Nedergaard [2004], Klingenspor et al [2017]). Adrenergic stimulation thus leads to strong changes in substrate fluxes that can be quantified to deduce thermogenic capacity. Oxygen consumption has long been established as a crucial metabolic parameter to delineate the components of coupled and uncoupled respiration in brown adipocytes. This type of measurement has become increasingly popular with the availability of new technology including high-resolution respirometry and multi-plate–based assay systems. For cultured brown adipocytes, specific protocols have been developed to study mitochondrial oxygen consumption and quantify UCP1-mediated leak respiration (Li and Fromme et al, 2014, 2017). Based on previous knowledge on biochemical pathways, complementary parameters are often deduced from measured ones. For instance, extracellular acidification rate (ECAR) is often directly converted into glycolytic flux. As obvious as this procedure may seem, it is prone to be distorted by carbonic acid production by as much as 3%–100% of extracellular acidification, depending on cell type and substrate (Mookerjee et al, 2015). It is self-evident that even more caution is advisable when the estimate involves several assumptions, for example, a rate of triglyceride mobilization from glucose uptake (Virtanen et al, 2009). To aid future such calculations, we determined and inferred the flux of a number of key catabolic metabolites, their changes in response to adrenergic stimulation, and the dependency on the presence of UCP1 and/or oxidative phosphorylation. We demonstrate the strength of the resulting model by proof-of-principle conversions and with novel conclusions pertaining extracellular acidification, glycogen mobilization, and FFA cycling.

## Materials and Methods

### Animals and primary cell culture

Male 129Sv/S1 Ucp1-WT and KO mice, aged 5–6 wk and bred at the animal facility of Technical University of Munich in Weihenstephan, were used to prepare primary cultures of brown adipocytes. Brown fat precursor cells were isolated from interscapular brown adipose tissue as previously described (Li et al, 2014). After reaching confluency, induction medium (DMEM with 25 mM glucose (D5796; Sigma-Aldrich), 10% FBS, 0.5 mM isobutylmethylxanthine, 125 nM indomethacin, 1 mM dexamethasone, 850 nM insulin, 1 nM T3, and 1 µM rosiglitazone) was added for 2 d. Afterwards, cells were maintained in differentiation medium (DMEM with 25 mM glucose, 10% FBS, 850 nM insulin, 1 nM T3, 1 µM rosiglitazone) for 7 d. The medium was changed every 2 d. On day 7 of differentiation, the medium was changed to a glucose concentration of 5.55 mM (supplemented to DMEM w/o glucose, 11966025; Gibco) at which all downstream experiments were performed. Conversion factors for protein, DNA, and cell number were established in 12-well plates. Protein was measured with Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). DNA was detected fluorometrically (CyQUANT; Thermo Fisher Scientific). Cell number was deduced from DNA content assuming a DNA content of 6 pg per cell. Per cm^2^, cultures contained an average 89 μg protein and 82,916 pg DNA = 13,819 cells.

### Respiration measurements

Oxygen consumption rate (OCR), ECAR, and proton production rate (PPR) were measured at 37°C using a XF-96 extracellular flux analyzer (Agilent Technologies). At day 7 of differentiation, the medium was replaced with prewarmed unbuffered DMEM (5.5 mM glucose) supplemented with 2, 3, or 4% essentially fatty acid–free BSA and incubated at 37°C in a non–carbon dioxide (CO_2_) incubator for 1 h. Basal respiration was measured in untreated cells. Coupled respiration was inhibited by oligomycin treatment (5 μM). UCP1-mediated uncoupled respiration was determined after isoproterenol (0.5 μM) stimulation. Maximum respiratory capacity was assessed after carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (Sigma-Aldrich) stimulation (7 μM). Finally, mitochondrial respiration was blocked by antimycin A (Sigma-Aldrich) (5 μM), leaving only non-mitochondrial OCR to be measured. OCR, ECAR, and PPR were automatically calculated by the Seahorse XF-96 software.

### Metabolite quantification

Lactate concentration in supernatants was determined using an enzymatic assay (Olsen, 1971). Perchloric acid, hydrazine sulphate, hydrazine hydrate, NAD^+^, and lactate dehydrogenase were purchased from Sigma-Aldrich. Measurements were performed in a microplate reader (TECAN, infinite M200). Conditioned medium was analyzed for FFA and glycerol content by commercial kits (Wako Chemicals and Sigma-Aldrich, respectively). Measurements were performed using a microplate reader (TECAN, infinite M200) in accordance to manufacturer instructions. Intracellular glycogen concentration was determined by means of a commercial kit system (MET-5023; Cell Biolabs).

### Glucose uptake

1 d before the experiment insulin was removed from medium. After serum starvation (3 h), cells were stimulated with isoproterenol for 30 min. Then, the medium was changed to fresh assay medium (5.5 mM unlabeled glucose) containing stimulants and trace amounts (3 µCi) of 2-deoxy-d-[1-3H]-glucose. After three minutes, glucose uptake was terminated by washing cells with ice-cold stop solution (PBS, 25 mM glucose). Cells were lysed with 0.2 M NaOH at 60°C for 1 h. Incorporated radioactivity was determined by liquid scintillation counting (Perkin Elmer).

### Gene expression

Fully differentiated brown adipocytes were scraped into 200 µl Trisure (Bioline), RNA extracted following the manual and further purified by a column system (SV Total RNA Isolation System; Promega). We constructed libraries (TruSeq RNA LiBrary Preparation Kit v2; Illumina) and sequenced each sample to a depth of 10–20 million single reads 50 bp in length (HiSeq 2500; Illumina). We mapped reads to the mouse genome (National Center for Biotechnology Information build 38) and assigned uniquely identified reads (∼¾ of total reads) to known transcripts to provide abundance values in reads per kilo bas per million mapped reads (RPKM) (Genomatix Mining Station; Genomatix). Pairwaise comparison was performed with the DESeq2 1.4.5 algorithm (implemented in the Genome Analyzer platform; Genomatix; uses Wald test for *P*-value generation). Original data and analyses have been deposited at Gene Expression Omnibus (GSE119873).

Western blot detection of UCP1 was performed with a primary rabbit antibody raised against hamster UCP1 (Meyer et al, 2004). We detected pan-actin with a commercial mouse monoclonal antibody (MAB1501; Merck Millipore). Secondary antibodies were coupled to an infrared fluorophore (goat-anti-rabbit IRDye 800CW, 925-32210; donkey-anti-mouse 680RD, 925-68072; LI-COR) and visualized on an imaging system (Odyssey; LI-COR).

### Calculations

Carbon dioxide (CO_2_) is metabolically produced during substrate combustion. In aqueous solution, generated CO_2_ gets hydrated to carbonic acid (H_2_CO_3_), which subsequently dissociates to hydrogen carbonate (HCO_3_^−^) and H^+^ at physiological pH. The fraction of hydrated CO_2_ was calculated with the help of the overall pKa of 6.093 for CO_2_ in aqueous solution at 37°C (Garrett & Grisham, 2009; Mookerjee et al, 2015). Acidification by CO_2_ was calculated from the OCR assuming a respiratory quotient of 0.7 and a net production of H^+^ per consumed O_2_ of 0.65 during the complete oxidation of palmitate. Dissolved CO_2_ is not completely hydrated at equilibrium. Net H^+^ production was calculated by multiplying maximal produced H^+^ per that consumed by the fraction of CO_2_ hydrated as described in Mookerjee et al (2015). Proton production by lactic acid and FFA was calculated from lactate and FFA^−^ concentration in the supernatant, because in aqueous solutions of physiological pH, these organic acids quantitatively dissociate into their conjugated base and stoichiometrically release H^+^. Maximal FFA amount used for β-oxidation was deduced from O_2_ consumption. Calculations were based on the caloric equivalent (431 μJ/nmol O_2_) and Gibbs energy (9.8 µJ/pmol) of palmitate (Gnaiger & Kemp, 1990; Olmsted & Williams, 1997). The cycling rate/re-esterification rate was calculated as “(3 × glycerol release) − (FFA release + FFA oxidation)” as described previously (Brooks et al, 1982; Newsholme et al, 1983). The amount of hydrolyzed triglyceride was estimated from the total amount of FFAs (FFA_exported_ + FFA_oxidized_ + FFA_re-esterified_)/3.

## Results

This study utilized a model of cultured, primary brown adipocytes from WT and Ucp1-KO mice. This cellular model was initially validated by RNA sequencing. 

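Primary brown adipocytes are fat cells isolated as precursors from brown adipose tissue and differentiated in the dish. RNA of 3 WT cultures (replicates 10, 11 and 12) and 3 Ucp1-KO cultures (replicates 13, 14 and 15) was sequenced as single reads of 50 bases. The authors mapped the reads to the mouse genome (build 38, GRCm38), assigned the uniquely identified ones to known transcripts and deposited the transcript abundance of each culture in RPKM, read numbers divided by transcript length and by the mapped reads of the culture. Their table listed 168326 transcripts from several annotations, of which 28890 were RefSeq transcripts of protein-coding or non-coding genes. Read numbers were not part of the table used here. Low RPKM values were whole multiples of what 1 read is worth, which gave the total behind each culture's values and whole read numbers for 16864 of the 16865 RefSeq transcripts tested. These totals were 17070821, 16690132 and 17727653 reads in the WT cultures, with a median of 17070821, and 16150084, 17236667 and 14989604 reads in the Ucp1-KO cultures, with a median of 16150084. At this depth, 3 reads on a transcript of 2000 bases corresponded to between 0.0846 and 0.1001 RPKM, a floor that covers counting error only. The 6 cultures were separate libraries, since the chi-square of their read numbers per transcript was 11.6 for the closest pair of the same genotype (WT replicates 11 and 12), far above sampling noise.
Genotypes were compared with limma (empirical Bayes with an intensity trend) on log2(RPKM + 1), over the RefSeq transcripts with a mean of at least 0.5 RPKM across the 6 cultures, and p-values were adjusted by the Benjamini-Hochberg method. A positive log2 fold change means higher abundance in Ucp1-KO cells. The added 1 RPKM makes the fold change of rare transcripts smaller than the ratio of their RPKM values. Where a gene had several RefSeq transcripts, the most abundant one stands for it. With 3 cultures against 3, an exact two-sided permutation test cannot give a p-value below 0.10. Choices that could change the numbers were the minimum abundance, the added constant, the annotation, the threshold and the cultures included.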

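Ucp1 lies on the forward strand of chromosome 8 of GRCm38, from 83290352 to 83298452, and the RPKM table lists it as transcript NM_009463. In WT cells its abundance was 1775, 981 and 1157 RPKM in replicates 10, 11 and 12, a mean of 1304 ± 417 RPKM (SD, n = 3). These values rested on 49803, 26922 and 33729 reads, or 0.292%, 0.161% and 0.190% of the reads of each culture. In Ucp1-KO cells the abundance was 307, 409 and 398 RPKM in replicates 13, 14 and 15, a mean of 371 ± 56.1 RPKM (SD, n = 3) or 28.4% of the WT mean. All WT cultures lay above all Ucp1-KO cultures (exact two-sided permutation test, p = 0.10, the smallest p that this design allows). The log2 fold change was -1.78 (standard error 0.24, limma adjusted p = 0.868), and its unadjusted p of 1.57e-04 was the smallest of all transcripts tested. With 1 culture left out at a time, the log2 fold change lay between -1.96 and -1.53.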

Differentiated, brown adipocytes expressed the Ucp1 gene in a striking abundance. Of nearly 30,000 identified, RefSeq annotated transcripts, Ucp1 was the 17^th^ most abundant. Accordingly, UCP1 protein could be robustly detected by Western blot (Fig S1A). 

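Ranked by the mean of the 3 WT cultures, Ucp1 was number 17 of 28890 RefSeq transcripts, 22516 of which were above 0 in at least 1 WT culture. Fabp4, the transcript of the fatty acid-binding protein of adipocytes, was the most abundant with 26960 ± 666 RPKM (SD, n = 3). The places on either side of Ucp1 were held by Cox6a1, a cytochrome c oxidase subunit with 1331 ± 47.6 RPKM, and by Adipoq, which encodes adiponectin, with 1285 ± 177 RPKM (SD, n = 3 each). Both differed from Ucp1 by less than the spread between WT cultures. Ucp1 held place 13, 30 and 19 in the single WT cultures, and place 164, 123 and 120 in the Ucp1-KO cultures. Several genes above Ucp1 were listed with more than 1 transcript, and counted with 1 transcript per gene Ucp1 held place 13. The choice of annotation moved the rank most, to 115 among the transcripts of all annotations in the deposited table.

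**Figure D1:**
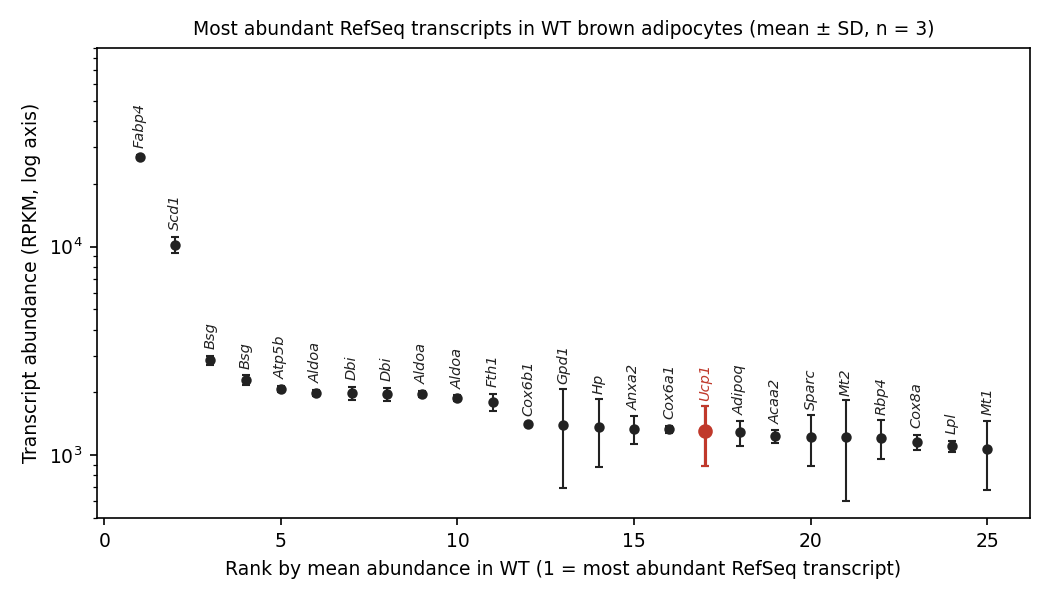
Mean transcript abundance (RPKM, log axis) of the 25 most abundant RefSeq transcripts in WT brown adipocytes against their rank, with bars for the SD of 3 cultures. Ucp1 (red) is at rank 17 with 1304 RPKM, and its bar spans the means of its neighbors.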

A list of other typical brown adipocyte marker transcript were detected in appreciable amounts (Fig S1). 

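Among the markers plotted in Fig S1C, Cidea, which encodes a lipid droplet protein, was the most abundant after Ucp1, with 692 ± 89.9 RPKM in WT cells (SD, n = 3) and rank 50 of all RefSeq transcripts. Cox7a1 followed with 645 ± 32.8 RPKM, Cox8b with 282 ± 58.5 RPKM and Cpt1b with 226 ± 29.1 RPKM. The first 2 encode cytochrome c oxidase subunits and Cpt1b a mitochondrial carnitine palmitoyltransferase. Otop1 was detected at 34.3 ± 8.00 RPKM and Ppargc1a at 11.0 ± 4.21 RPKM. The least abundant markers were Prdm16 with 2.76 ± 0.387 RPKM and Dio2, the type 2 deiodinase, with 1.09 ± 0.218 RPKM and rank 15233. The Dio2 value still rested on 129, 84 and 115 reads in the 3 WT cultures, well above the 3 reads taken as the floor. The gap of more than 2 orders of magnitude between Cidea and Prdm16 exceeded the spread between cultures many times over, while Cidea and Cox7a1 were not separated by it.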

In terms of transcriptomics, brown adipocytes of WT and Ucp1-KO origin were virtually undistinguishable. 

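Similarity of the transcriptomes was measured as Spearman's rho between the RPKM values of 2 cultures over the RefSeq transcripts tested, which are not independent replicates. The 6 pairs of the same genotype had rho between 0.9592 and 0.9893, with a mean of 0.9733. The 9 pairs of 1 WT and 1 Ucp1-KO culture had rho between 0.9579 and 0.9899, with a mean of 0.9726. The mean across genotypes was thus lower than the mean within genotypes by a difference of -0.0007, and 5 of the 10 possible splits of the 6 cultures into 3 and 3 gave a difference at least as low (exact permutation test over splits, one-sided, p = 0.5, where 0.1 is the smallest p possible). Limiting the comparison to transcripts with a mean of at least 1 RPKM moved the difference most, to -0.0009. The highest rho of all 15 pairs was reached across genotypes, between WT replicate 10 and Ucp1-KO replicate 13. All 3 Ucp1-KO cultures lay on the same side of all 3 WT cultures for 1888 transcripts or 11.2%, where chance gives 10%.

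**Figure D2:**
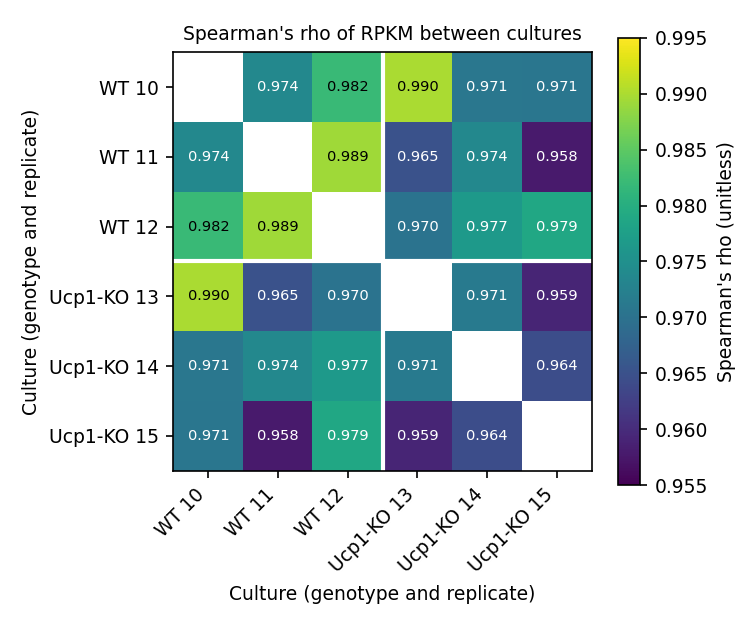
Spearman's rho (unitless, color scale) between the RPKM values of each pair of cultures, named by genotype and replicate, with white lines between the genotypes. Pairs within and across genotypes span the same range, from about 0.96 to 0.99.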

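Over the 16865 RefSeq transcripts tested, 0 had an adjusted p-value under 0.05 between Ucp1-KO and WT cells, and the smallest limma adjusted p was 0.868. At an unadjusted p under 0.05 there were 935 transcripts of 710 genes, 5.54% of those tested, of which 388 were more abundant in Ucp1-KO and 547 in WT cells. This balance was not stable, with 527 more abundant in Ucp1-KO and 343 in WT cells when Ucp1-KO replicate 15 was left out. At an unadjusted p under 0.05 and at least a 2-fold change, an alternative chosen after the data were seen, there were 45 transcripts, against 140 with 0.1 in place of 1 RPKM added and 144 with limma-voom on the recovered reads. Testing without a minimum abundance called 22 transcripts at an adjusted p under 0.05, of which 20 had at most 1 read in every culture and no read in any culture of 1 genotype. The remaining 2 were transcripts of Elmod2, the gene next to Ucp1 (limma adjusted p = 0.0334), and Ucp1 itself was not called (limma adjusted p = 0.785).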

Of nearly 30,000 analyzed genes, 20 were differentially expressed, among them Ucp1 (Table S1). 

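Ucp1 has 6 exons in the GENCODE annotation of GRCm38, with 1636 transcript bases and 307 codons. Exon 2 spans 83291402 to 83291600 on chromosome 8 and exon 3 spans 83293888 to 83294088. They are 199 and 201 bases long and entirely coding, and together make up 24.4% of the transcript. A transcript without them joins exon 1, which ends in CTGCCAAAGTCCGCCTTCAG, to exon 4, which starts with GGACGACCCCTAATCTAATG. Their 400 bases are not a multiple of 3, so the reading frame of exon 1 shifts at this junction. In the shifted frame 5 codons follow the 42 codons of exon 1 before the first stop, 47 in all. The RPKM values are per transcript and do not show which exons the reads fell on. Dividing the Ucp1-KO reads by the transcript length without both exons gave 490 ± 74.1 RPKM (SD, n = 3), 37.6% of the WT mean, so WT cells remained 2.66-fold higher.

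**Figure D3:**
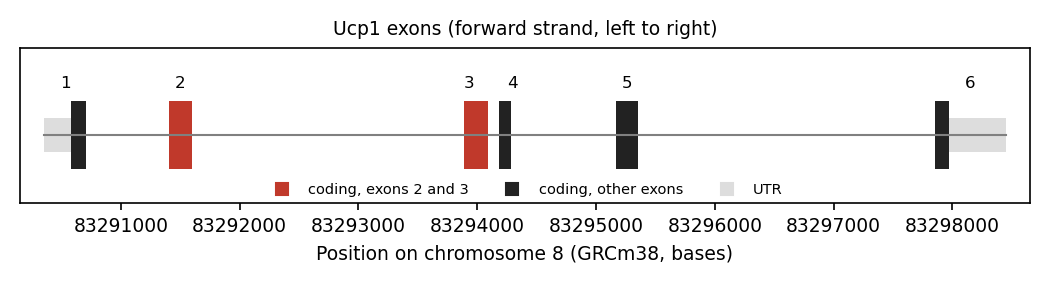
Exons of Ucp1 on chromosome 8 (GRCm38, position in bases), drawn to scale with coding parts as tall boxes and untranslated parts (UTR) in gray. Exons 2 and 3 (red), 199 and 201 bases long, are the ones named as missing from the transcript of Ucp1-KO cells.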

The remaining mRNA in the Ucp1-KO cells was attributable to a non-functional remnant transcript lacking exons 2 and 3 (Fig S1B). 

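Apart from Ucp1, the list of Table S1 includes Irf4, Grem1, Vtn, Igfbp2, Lum, Sfrp1, Cd200, Clu and Arhgap20. Irf4, a transcription factor gene on chromosome 13 (30749233 to 30766981), was the only 1 more abundant in Ucp1-KO cells, with 1.74 ± 0.531 against 0.740 ± 0.143 RPKM (SD, n = 3) and a log2 fold change of 0.64 (standard error 0.17). The other 18 were less abundant in Ucp1-KO cells, with log2 fold changes between -1.58 for Vtn and -0.56 for Arhgap20. Sfrp1, which encodes a secreted Wnt inhibitor on chromosome 8 (23411383 to 23449632), was the most abundant of them, with 62.4 ± 28.5 RPKM in WT and 19.9 ± 6.87 RPKM in Ucp1-KO cells (SD, n = 3). Igfbp2, an insulin-like growth factor binding protein gene, had the smallest unadjusted p of these genes (5.71e-04), with 5.62 ± 0.913 against 1.77 ± 0.745 RPKM (SD, n = 3). Abundance was low for many of them, and 9 of the 20 genes of the list had a mean under 2 RPKM over all cultures. All 20 genes had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 over all transcripts tested. The paper states neither its threshold nor whether its p-values are adjusted. Adjusted over the list alone, all 20 passed, which shows no stability because the list was drawn from the same cultures. The 2 genotypes did not overlap for 19 of the 20. For 16 of the 20 genes, WT replicate 11 had the highest value of all 6 cultures. With each culture's mean of stromal and preadipocyte markers in the model, the median log2 fold change of the 18 genes went from -1.08 to -0.72. For Grem1 the log2 fold change was -1.09, against -2.20 with 0.1 in place of 1 RPKM added and -2.47 with limma-voom on the recovered reads, an alternative chosen after the data were seen.

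**Figure D4:**
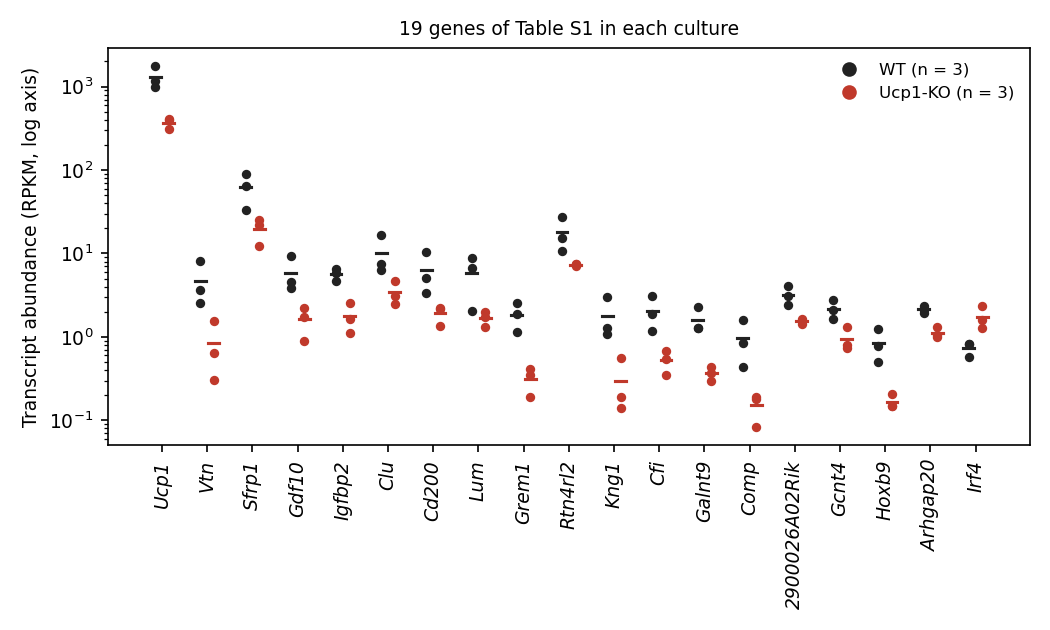
Transcript abundance (RPKM, log axis) of 19 of the genes of Table S1 in each of 3 WT (black) and 3 Ucp1-KO cultures (red), with lines for the means, ordered by log2 fold change. Irf4 is the only gene with higher values in Ucp1-KO cells.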

None of the 19 other differential genes were recognized to be functionally associated with significant metabolic pathways. Consequently, we detected no differences in transcripts indicative of brown adipocyte identity and/or mitochondrial mass or function (Fig S1C and D). Thus, primary brown adipocytes as employed in this study constitute a suitable model to study brown adipocyte function and to specifically detect the consequences of Ucp1 ablation. 

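Besides Ucp1, the 2 panels plot 8 brown adipocyte markers and 9 mitochondrial genes, and all 17 were abundant enough to be tested. Log2 fold changes of the 8 brown adipocyte markers lay between -0.08 for Cox7a1 and 0.43 for Cidea (standard error 0.27), with 7 higher and 1 lower in Ucp1-KO cells. Those of the 9 mitochondrial genes lay between -0.09 for Uqcrc1 and 0.12 for Ndufs1, with 5 higher and 4 lower. The smallest unadjusted p was 0.161 among the former and 0.328 among the latter, and the smallest limma adjusted p-values were 0.876 and 0.895. Adjusted over the 18 genes of the panels alone, a single gene passed, which was Ucp1 (limma adjusted p = 0.00282). In none of the 17 did all Ucp1-KO cultures lie on the same side of all WT cultures. Leaving out single cultures reversed the small changes of Cox7a1, Cox8b, Cpt1b, Cs, Sod2, Hadha, Vdac1 and Vdac3. The log2 fold change then ran from 0.15 to 0.70 for Cidea and from 0.13 to 0.64 for Ppargc1a. The highest value of Cidea came without Ucp1-KO replicate 13 (limma unadjusted p = 0.0144, adjusted p = 0.473). That of Ppargc1a came without WT replicate 10 (limma unadjusted p = 0.0188, adjusted p = 0.415).

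**Figure D5:**
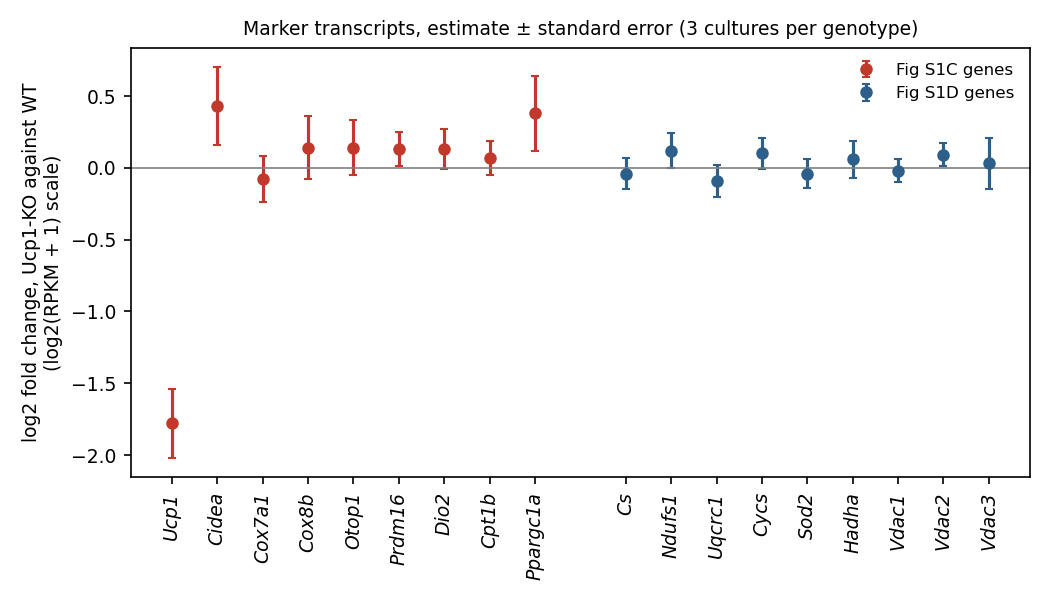
Log2 fold change between Ucp1-KO and WT cells on the log2(RPKM + 1) scale for the genes of Fig S1C (red) and Fig S1D (blue), with bars for the standard error from 3 cultures per genotype. Ucp1 lies at -1.78 and the others between -0.09 and 0.43.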

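Tested as sets with limma's camera test, the 8 brown adipocyte markers had a median log2 fold change of 0.13 (10 transcripts, 9 of them higher in Ucp1-KO cells, Benjamini-Hochberg adjusted p = 0.0183 over 10 sets). The 9 mitochondrial markers had a median of 0.06 (13 transcripts, 9 higher, adjusted p = 0.266). Camera was run with a fixed correlation of 0.01 between the genes of a set. With this correlation estimated from the cultures, the adjusted p was 0.576 for the brown adipocyte markers and 0.759 for the mitochondrial markers. Leaving out single cultures moved the latter more, from 0.0244 without Ucp1-KO replicate 13 to 0.986 without Ucp1-KO replicate 15. Per culture, the median of the brown adipocyte markers relative to the WT mean was 0.16 and -0.16 in WT replicates 10 and 11, and 0.07, 0.19 and 0.11 in the Ucp1-KO replicates on the log2 scale, so that the genotypes overlapped. From the near identity of the transcriptomes and the unaltered marker transcripts, the paper concludes that these primary cells are a suitable model to detect the specific consequences of Ucp1 ablation.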

In this model, we measured and deduced key metabolic parameters in the basal state and upon stimulation with the β-adrenergic agonist isoproterenol. From these, we created an interconnected, quantitative model of major catabolic pathways.

Table S1 Differentially expressed genes between primary brown adipocytes of wildtpye versus Ucp1-KO origin, n = 3. 

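Reads on the Ucp1 transcript of Ucp1-KO cells numbered 8140, 11581 and 9806 in replicates 13, 14 and 15. This was 0.0504%, 0.0672% and 0.0654% of the reads of each culture. With so many reads the counting error is small beside the spread between cultures.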

Of these 20, one is the Ucp1 locus from which an untranslated remnant transcript is still transcribed. 

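The 19 genes of Table S1 other than Ucp1 had 0 members in common with the brown adipocyte and mitochondrial markers of Fig S1C and D, with the 89 genes of respiratory chain subunits tested or with 12 genes of adrenergic signaling. These last 12 include Adrb3, Gnas, Adcy3, Prkaca, Pde3b and Creb1. The paper shows the markers as unaltered apart from Ucp1, so that the lack of overlap with them was fixed beforehand. The other lists cover only the genes put on them. Having 0 members in common thus does not exclude that a gene of Table S1 has a role in these functions. Adrb3, the β3-adrenergic receptor gene on chromosome 8 (27225776 to 27230845), had 61.4 ± 15.9 RPKM in WT and 57.8 ± 9.84 RPKM in Ucp1-KO cells (SD, n = 3), a difference within the spread of the cultures (log2 fold change -0.06, limma adjusted p = 0.971). As a set, 26 transcripts of the 12 genes had a median log2 fold change of 0.19, with 19 higher and 7 lower in Ucp1-KO cells. Limma's camera gave an adjusted p of 0.00113, and 0.576 with the correlation between genes estimated. Transcripts of the same gene entered this test separately although they are not independent, so the smaller p-value overstates the evidence.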

The other 19 do not include any genes obviously associated with brown adipocyte identity, respiratory capacity, adrenergic signaling pathways, or mitochondrial mass.

**Figure S1.**
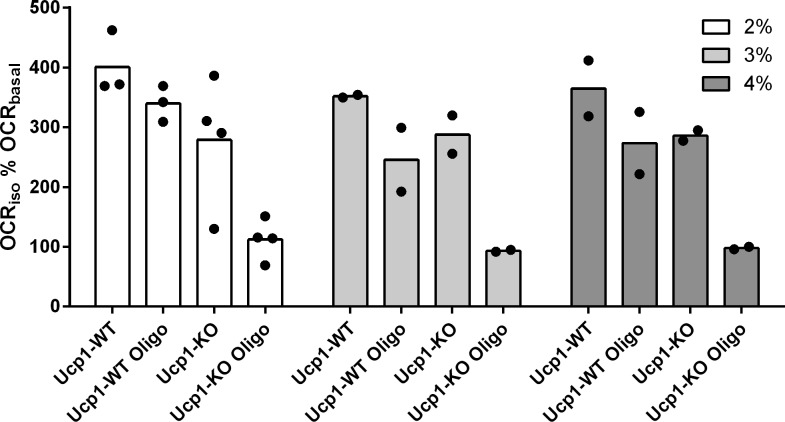
Oxygen consumption of cultured brown adipocytes isolated from WT or UCP1-KO mice in response to isoproterenol (OCR_iso_) as a percentage of basal oxygen consumption rate (OCR_basal_). Percentages (2, 3, and 4) refer to BSA content in the medium to buffer fatty acids (n = 2–4). Ucp1-KO cells retained the ability to increase respiration in response to an adrenergic stimulus in all conditions tested. This increase is thus not caused by excessive fatty acid levels and was sensitive to oligomycin (oligo) in Ucp1-KO cells only.

The accepted model of adrenergically activated non-shivering thermogenesis comprises intracellular signaling cascades converging on lipolytic enzymes and regulators to increase cytosolic, and consequently mitochondrial, FFA levels. These FFAs serve a double role as both oxidative fuel and steric activators of the unique, thermogenic UCP1 (for a review, see Klingenspor et al [2017]). Indeed, adrenergic activation led to a strong increase in lipolysis. The deduced rate of triglyceride mobilization increased more than fourfold to 28.2 nmol × h^−1^ × cm^−2^ (= 22.9 μg × h^−1^ × cm^−2^ = 1.7 ng × h^−1^ × cell^−1^ = 257.9 ng × h^−1^ * μg protein^−1^; assuming tripalmitin, see the Materials and Methods section for conversion factors). We found the vast majority of liberated FFAs released into the medium (Fig 1 and Table 1). Based on oxygen consumption, less than 10% of FFAs were subject to mitochondrial β-oxidation even when assuming exclusive lipid oxidation. This observation is in line with a high amount of glycerol released by activated adipocytes. The ratio of glycerol to FFAs detected in the medium is lower than the stoichiometrically expected value of three also when taking into account oxidized FFAs. Thus, 5–20% of FFAs remained unaccounted for and represented FFAs re-esterified into triglyceride (Brooks et al, 1982; Newsholme et al, 1983).

**Figure 1.**
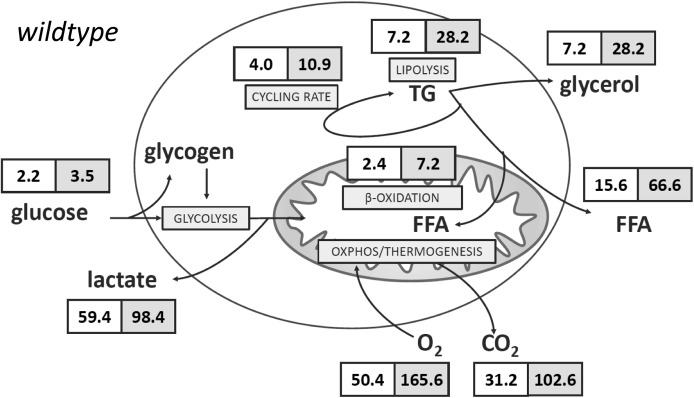
Substrate fluxes in WT brown adipocytes. Substrate fluxes for major catabolic pathways in WT murine brown adipocytes. A white background indicates basal flux rate and a grey background indicates isoproterenol-stimulated rates. All data are provided in nmol × h^−1^ × cm^−2^, see the Materials and Methods section for calculations and conversion factors to the per cell and per protein level, and Table 1 for complete dataset. TG, triglyceride mobilized.

**Table 1.** Complete dataset of measured and calculated parameters based on three independent experiments with primary brown adipocytes from WT and Ucp1-KO mice.

	Ucp1-KO	WT
Basal		
Glycerol release	6.0 ± 1.8	7.2 ± 1.8
FFA release	9.6 ± 1.8	15.6 ± 7.2
FFA oxidized	1.8 ± 0.0	2.4 ± 0.6
FFA re-esterified	6.4 ± 4.6	4.0 ± 1.8
TAG hydrolyzed	5.9 ± 1.7	7.2 ± 2.3
O_2_ consumption	44.4 ± 6.6	50.4 ± 19.2
CO_2_ production	27.6 ± 4.2	31.2 ± 12.0
Glucose uptake	2.3 ± 0.0	2.2 ± 0.0
Lactate release	114.6 ± 15.0	59.4 ± 7.2
Iso		
Glycerol release	58.2 ± 9.0	28.2 ± 5.4
FFA release	124.8 ± 24.0	66.6 ± 3.6
FFA oxidized	6.6 ± 0.0	7.2 ± 0.6
FFA re-esterified	43.7 ± 4.6	10.9 ± 19.3
TAG hydrolyzed	58.4 ± 8.7	28.2 ± 5.1
O_2_ consumption	151.8 ± 6.6	165.6 ± 10.8
CO_2_ production	94.2 ± 4.2	102.6 ± 6.6
Glucose uptake	3.8 ± 0.6	3.5 ± 0.6
Lactate release	165.6 ± 24.6	98.4 ± 14.4
Oligo basal		
Glycerol release	3.0 ± 2.4	4.2 ± 1.2
FFA release	8.4 ± 1.8	11.4 ± 6.0
FFA oxidized	0.6 ± 0.0	0.6 ± 0.0
FFA re-esterified	<0	0.6 ± 3.0
TAG hydrolyzed	3.0 ± 2.2	4.4 ± 1.0
O_2_ consumption	20.4 ± 4.8	18.6 ± 6.6
CO_2_ production	12.6 ± 3.0	11.4 ± 4.2
Lactate release	156.6 ± 19.2	102.6 ± 25.2
Oligo iso		
Glycerol release	38.4 ± 6.6	16.2 ± 3.6
FFA release	123.6 ± 21.6	38.4 ± 7.2
FFA oxidized	2.4 ± 0.0	6.6 ± 1.8
FFA re-esterified	<0	3.9 ± 4.2
TAG hydrolyzed	38.2 ± 6.6	16.3 ± 4.0
O_2_ consumption	48.0 ± 2.4	152.4 ± 46.8
CO_2_ production	30.0 ± 1.2	94.8 ± 29.4
Lactate release	181.8 ± 16.2	126.6 ± 3.6

The mean values ± SD (nmol/h/cm^2^) in the basal state, stimulated with isoproterenol (iso) and/or in the presence of the ATP synthase inhibitor oligomycin (oligo), are shown. Glycerol, FFAs, and lactate levels were measured in the supernatant medium. Oxygen consumption was measured in an XF96 extracellular flux analyzer. CO_2_, oxidized FFA, and hydrolyzed triglycerides (TAG) were calculated from respiration, based on an assumed respiratory quotient of 0.7.

Adrenergically increased lipolysis activated non-shivering thermogenesis in line with the accepted model (see above). Oxygen consumption and deduced carbon dioxide (CO_2_) production increased more than threefold (Fig 1 and Table 1). Notably, CO_2_ can react with water molecules to form carbonic acid, which in turn may dissociate forming carbonate and hydronium ions. By this route, respiration is a significant contributor to overall PPR as measured in our assay (Mookerjee et al, 2015). We compared total PPR with the release rate of possible source molecules. Carbonic acid, lactic acid, and FFAs were sufficient to explain total PPR plausibly, demonstrating the validity of our model (Fig 2). For the first time, we demonstrate that FFAs are a significant contributor to PPR of brown adipocytes. While under basal conditions lactic acid is indeed a major source of protons, it does not play a dominant role in the adrenergically induced doubling in proton production, which is similarly caused by both FFA and carbonic acid release. To explore this concept further, we artificially increased glycolytic flux by inhibiting mitochondrial ATP synthase with oligomycin. Indeed, this manipulation increased the contribution of glycolytic lactic acid to PPR in the basal state (Fig 2). The adrenergic increase in proton production, however, remained being caused by FFA and carbonic acid release. Taken together, all three proton sources must be taken into account when studying proton production of adipocytes to avoid misinterpretations.

**Figure 2.**
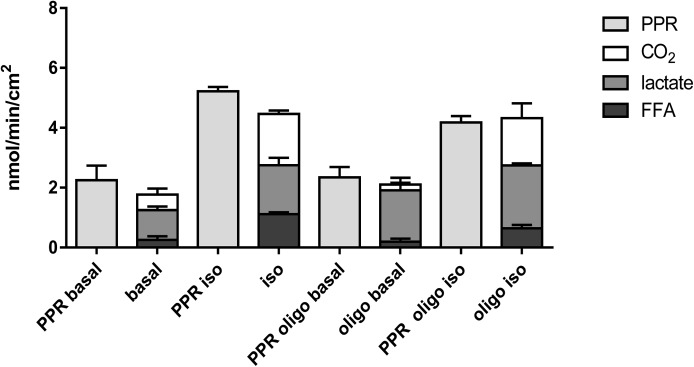
Contributors to proton production. PPR as measured in the basal and the isoproterenol (iso)-induced state (uniform light grey bars) and as calculated from three different source molecules (stacked bars). Oligo–oligmycin. All data are mean values ± SD, n = 3.

The numerical accordance of release rates from proton source molecules with observed total proton production clearly validates our quantification of the contributing metabolites. Lactate release, however, was markedly higher than glucose uptake in the basal and in the stimulated state (Fig 1 and Table 1). Because lactic acid is a product of glycolysis, this surprising observation requires an additional source of glucose that escaped quantification in our uptake assay. The only plausible candidate seemed to be intracellular glycogen, which has been reported to be present in unusually high amounts in brown as compared with white adipocytes and may even exceed the glycogen content of muscles and the liver (Creasey & Gray, 1951; Farkas et al, 1999; Carmean et al, 2013; Carmean, 2015). We determined glycogen content in brown adipocytes deprived of glucose to monitor changes caused by β-adrenergic activation (Fig 3A). Indeed, we observed a very high glycogen content, as high as 1 ng per cell (for comparison: a 50-µm diameter sphere of water weighs 65.5 ng), that strongly decreased after isoproterenol treatment (Fig 3A). Translated into glucose units, this change constituted a flux of −54 nmol × h^−1^ × cm^−2^ and thus plausibly accounted for the bulk of excess lactate not explained by glucose uptake (Fig 1). Interestingly, in the presence of high glucose concentrations, an initially lower glycogen reserve is not depleted, but rather increased by isoproterenol (Fig 3B). In the absence of proportionally increased glucose uptake, this seems to imply glycogen formation from amino acid–derived gluconeogenesis, a phenomenon plausible in regard to amino acid abundance in DMEM cell culture medium, but of no obvious purpose in this context. It remains to be further explored in the future.

**Figure 3.**
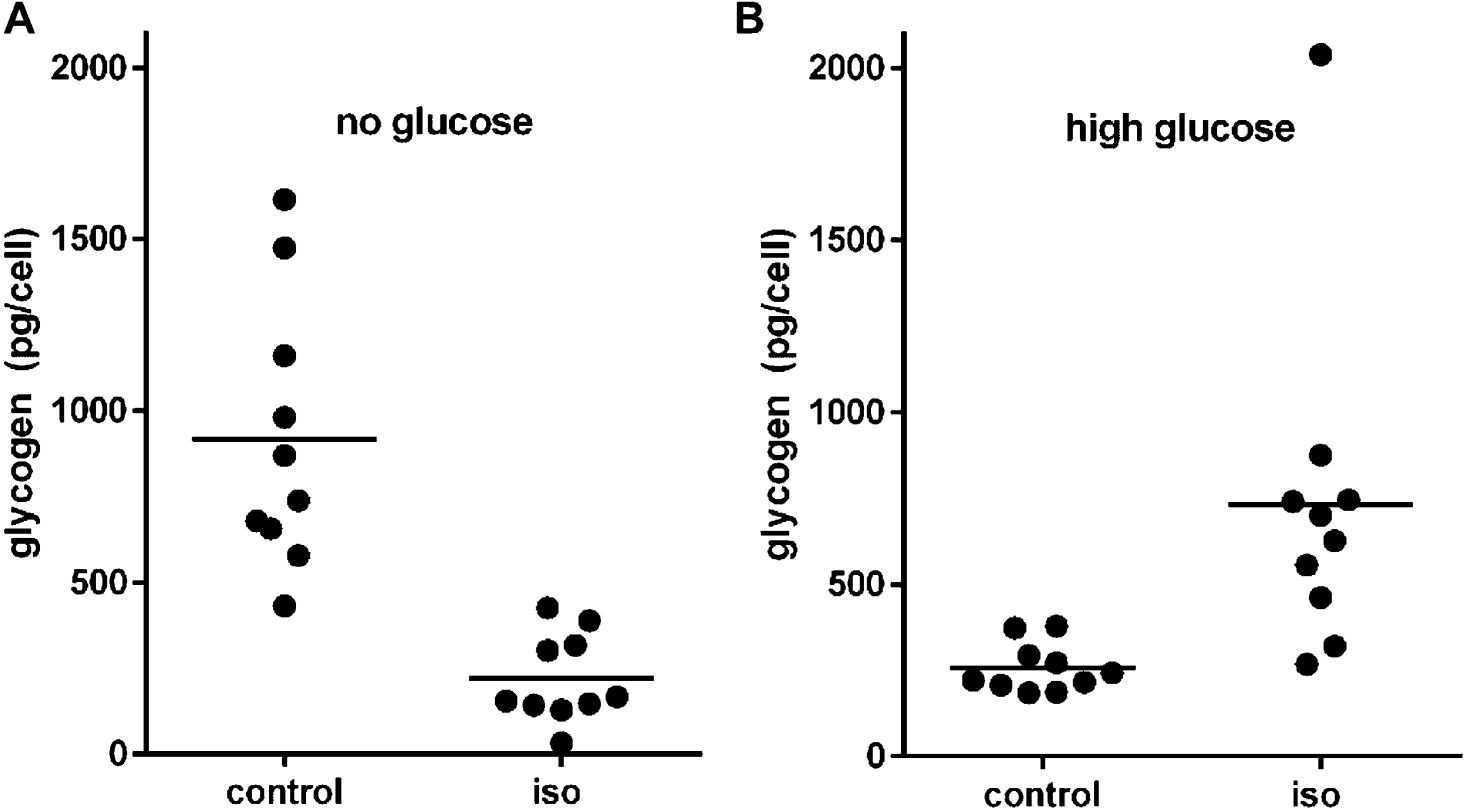
Glycogen content of brown adipocytes. Altered glycogen content of cultured brown adipocytes in response to isoproterenol (iso) treatment **(A)** in the absence of glucose and **(B)** in a medium containing 25 mM glucose.

Adaptive, non-shivering thermogenesis in brown adipocytes depends on the presence of UCP1. In the absence of this thermogenic protein, adrenergic signaling still leads to increased lipolysis but fails to stimulate respiration (Matthias et al, 2000; Li et al, 2014), in line with the role of FFAs as steric UCP1 activators. In other words, lipolytic activity is positioned upstream of respiration on the adrenergic signaling axis. We applied this rationale extending it to all parameters determined in our model by repeating the experiment with brown adipocytes isolated from Ucp1-KO mice. To our surprise, every single parameter assessed in our model reacted to isoproterenol treatment in a similar qualitative pattern as WT cells (Fig 3 and Table 1). In the case of lipolytic rate and glucose uptake, this independence of UCP1 was not entirely unexpected and has been discussed before (Li & Fromme et al, 2014; Hankir et al, 2017). As far as respiration is concerned, our observation seemed in diametrical opposition to earlier findings (Matthias et al, 2000; Li & Fromme et al, 2014, 2017). We excluded a FFA-caused uncoupling artefact by increasing the amount of FFA-buffering bovine serum albumin to excessive amounts without any reduction in respiration (Fig S2). The only difference between the model presented here and our own contradicting previous assessment (Li & Fromme et al, 2014) is the presence/absence of the ATP synthase inhibitor oligomycin. Indeed, repeating our measurements in the presence of oligomycin abrogated all UCP1-independent respiration in response to an adrenergic stimulus (Table 1). It follows that isoproterenol treatment led to a drastic increase in ATP turnover in the primary, Ucp1-KO brown adipocyte model leading to a respiration rate similar to UCP1-mediated uncoupling. We corroborated this conclusion by a dedicated experiment in which we treated fully differentiated, brown adipocytes of WT or Ucp1-KO origin either with oligomycin and isoproterenol or in a reversed order. In line with previous reports (Keipert & Jastroch, 2014; Keipert et al, 2017), isoproterenol-induced respiration was fully sensitive to oligomycin in Ucp1-KO cells, but only partially reduced in WT cells (Fig 5A). This mechanism effectively provided a means of non-shivering thermogenesis independent from UCP1.

**Figure S2.**
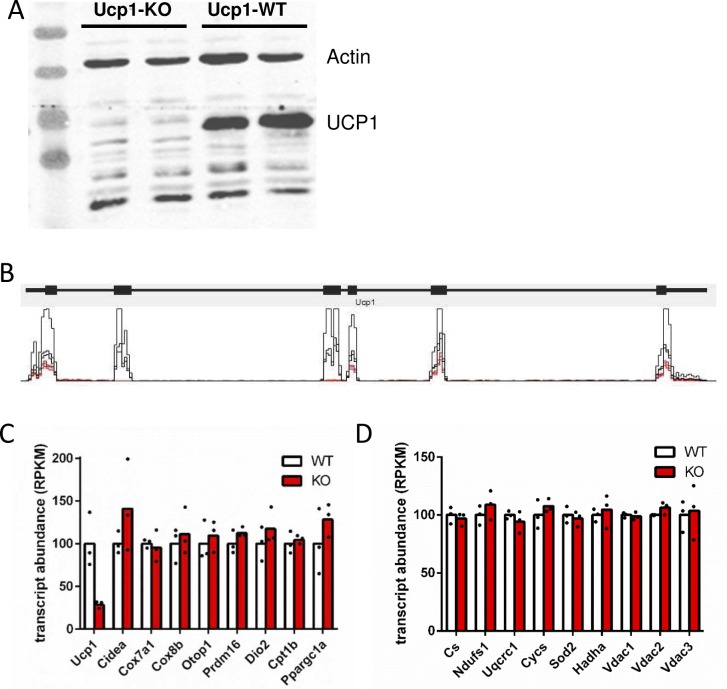
Characterization of primary, brown adipocytes. (A) Western blot–detecting Ucp1 and Actin in brown adipocytes of Ucp1-KO and WT origin. WT cells abundantly express Ucp1 protein, whereas Ucp1-KO cells lack detectable Ucp1 protein. (B) Schematic representation of the genomic Ucp1 locus and mapped reads from three WT (black) and three Ucp1-KO primary brown adipocyte cultures (red); common scale ranging from 0 to 3,516 reads per bin. In Ucp1-KO cells, a remnant transcript is produced that lacks exons 2 and 3 and is thus not translated (compare with panel A). (C) The Ucp1 (remnant) transcript is the only brown adipocyte marker gene of differential expression, n = 3. (D) Transcripts associated with mitochondrial abundance and OXPHOS capacity are unaltered by Ucp1-KO in primary brown adipocytes, n = 3.

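In percent of the WT mean, the Ucp1-KO mean was 141% for Cidea, 128% for Ppargc1a, 117% for Dio2, 112% for Prdm16, 111% for Cox8b, 109% for Otop1, 104% for Cpt1b and 95.6% for Cox7a1. The spread between Ucp1-KO cultures was widest for Cidea, with 635, 917 and 1371 RPKM in replicates 13, 14 and 15, so that the lowest of them lay among the WT cultures. Exact two-sided permutation tests of 3 against 3 cultures gave p = 0.3 for Cidea, Ppargc1a and Prdm16, and p between 0.4 and 0.7 for the others.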

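Citrate synthase (Cs), a marker of mitochondrial mass, had 678 ± 48.5 RPKM in WT and 657 ± 38.3 RPKM in Ucp1-KO cells (SD, n = 3, exact permutation test, p = 0.5). Of the voltage-dependent anion channels, Vdac1 had 173 ± 3.80 and 171 ± 5.71 RPKM, Vdac2 128 ± 0.549 and 136 ± 7.03 RPKM and Vdac3 19.5 ± 2.63 and 20.2 ± 4.60 RPKM in WT and Ucp1-KO cells (SD, n = 3 each). Ucp1-KO means ranged from 94.2% of the WT mean for Uqcrc1 to 109% for Ndufs1. Over 98 transcripts of 89 genes of the respiratory chain and ATP synthase encoded in the nucleus, the median log2 fold change was 0.07, with 72 higher and 26 lower in Ucp1-KO cells (limma's camera, adjusted p = 0.00400, and 0.759 with the correlation between genes estimated). Without Ucp1-KO replicate 15 this median changed its sign, to -0.0034. Of transcripts encoded in the mitochondrial genome, listed under Ensembl annotation only, COX1 had 13131 ± 1088 RPKM in WT and 10157 ± 2246 RPKM in Ucp1-KO cells (SD, n = 3, exact permutation test, p = 0.2). ND5 had 4548 ± 861 and 3877 ± 954 RPKM (SD, n = 3, exact permutation test, p = 0.5). ND6 and ND4L were also lower in Ucp1-KO cells, at 80.1% and 86.8% of the WT mean (exact permutation tests, p = 0.2 and 0.6). Another 6 transcripts of the mitochondrial genome had at most 1.11 RPKM in WT cells. The 4 abundant ones therefore may not stand for the mitochondrial genome as a whole.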

To identify the nature of the adrenergically induced ATP sink, we re-analyzed our dataset for a pattern of (1) isoproterenol-induced and (2) oligomycin-sensitive changes that are (3) specific for Ucp1-KO cells. The only parameter fitting this description is the re-esterification rate (Fig 4 and Table 1), that is, the fraction of lipolytically liberated FFAs that is subsequently re-esterified into triglyceride instead of being released or oxidized. In general, lipolysis is stimulated by isoproterenol in both WT and Ucp1-KO cells and both in the absence and presence of oligomycin (Table 1). In WT brown adipocytes, the ratio of FFAs to glycerol released is in the range of 2.44–2.85 in all conditions tested. In Ucp1-KO cells, however, FFA to glycerol ratios are much lower (1.92–2.25), but increase drastically in the presence of oligomycin (2.79–3.54). Obviously, FFAs are ATP-dependently re-esterified to glycolytically derived G3P (Fig 5B). This model is supported by Ucp1-KO cells releasing more lactate in the presence of oligomycin than WT cells, in line with an increased glycolytic rate to provide G3P (Table 1).

**Figure 4.**
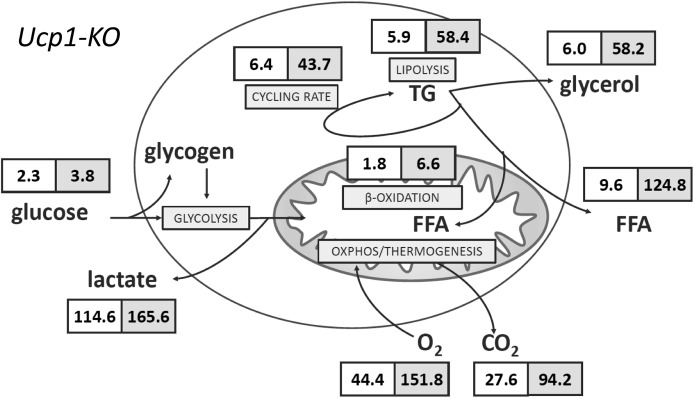
Substrate fluxes in Ucp1-KO brown adipocytes. Substrate fluxes for major catabolic pathways in Ucp1-KO murine brown adipocytes. A white background indicates basal flux rate and a grey background indicates isoproterenol-stimulated rates. All data are provided in nmol × h^−1^ × cm^−2^, see the Materials and Methods section for calculations and conversion factors to the per cell and per protein level and Table 1 for complete dataset. TG, triglyceride mobilized.

**Figure 5.**
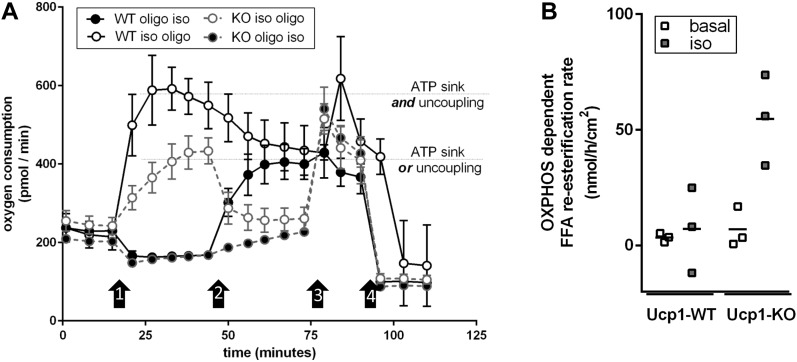
Thermogenic respiration in WT and Ucp1-KO brown adipocytes. **(A)** Oxygen consumption of cultured brown adipocytes isolated from WT or Ucp1-KO mice. Black arrows indicate injections. Injections 1 and 2 were either oligomycin (oligo) or isoproterenol (iso) (see legend), injection 3 was carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP), and injection 4 was antimycin A. Shown are mean values ± SD, n = 4–11. **(B)** FFA re-esterification rate depending on oxidative phosphorylation in cultured brown adipocytes isolated from WT or Ucp1-KO mice in the basal or the isoproterenol (iso)-induced state.

Taken together, we describe a model of key catabolic pathways in WT and Ucp1-KO brown adipocytes at baseline and stimulated by isoproterenol. Comparison of substrate fluxes with ECAR revealed FFAs as a significant proton source. We further identified high intracellular glycogen stores as a preferred initial source for glycolytic substrate under adrenergic stimulation. Finally, respiration of Ucp1-KO brown adipocytes was stimulated β-adrenergically to similar levels as in WT brown adipocytes. This UCP1-independent thermogenic component requires ATP and likely involves the re-esterification of FFAs to glycolytically provided G3P. A futile cycle of lipolysis and simultaneous re-esterification may provide the ATP sink required for the observed thermogenic effect.

## Discussion

We present an interconnected, quantitative model of major catabolic pathways in cultured, primary brown adipocytes. This model of metabolic fluxes describes and predicts how an adrenergic stimulus changes key metabolic reactions in brown fat cells. Because all parameters were determined in the presence and absence of the thermogenic protein UCP1, our model differentiates both β-adrenergic and UCP1-dependent thermogenic effects. Primary data generated (Table 1 and transcriptomic dataset) can serve as a reference to quantitatively evaluate the plausibility of claims about the capacity of metabolic adaptations or manipulations.

We employed the model to clarify the predictive value of extracellular acidification (ECAR) with regard to glycolytic flux. Glycolytically produced lactic acid is often considered the major source of medium acidification and ECAR is commonly used as a direct and quantitative measure of glycolytic flux (Wu et al, 2007; Nadanaciva et al, 2012; Mookerjee et al, 2015; Ramirez et al, 2017). As others have pointed out before, carbon dioxide–derived carbonic acid is a second important contributor to extracellular acidification complicating this direct conversion (Mookerjee et al, 2015). In a cellular model of adipocytes, FFAs represent a third major acidification source. Proton production under adrenergic stimulation is even predominantly caused by metabolically produced FFAs and CO_2_, and not by lactic acid. In cultured adipocytes and/or in response to lipolytic stimuli, ECAR is thus not a suitable measure of glycolytic flux.

We noticed a stark discrepancy between glucose uptake rate and glycolytic lactate production. The latter seemed to require a substantial, additional glucose source that we confirmed to be intracellular glycogen. An exceptionally high glycogen content of brown adipocytes reaching levels comparable with fed liver has been reported before (Creasey & Gray, 1951; Farkas et al, 1999; Carmean et al, 2013; Carmean, 2015). It seems that at least in culture, brown adipocytes obtain a large portion of glycolytic substrate from intracellular stores at the expense of imported glucose. This phenomenon has to be taken into account when quantifying glucose utilization by glucose uptake measurements. Significantly, the expanse and intensity of 18-fluorodeoxyglucose uptake as a marker of active brown fat determined by positron emission tomography may depend on glycogen stores and thus on the fasting state and blood glucose levels.

In brown adipocytes, adrenergic signaling leads to increased lipolysis and activation of UCP1. Most parameters that were assessed in our model such as glucose uptake, triglyceride degradation, or FFA and glycerol release were elevated in response to isoproterenol treatment, irrespective of the presence or absence of UCP1. Interestingly, this was also true for oxygen consumption. A β-adrenergic agonist caused a dramatic increase in ATP turnover in Ucp1-KO brown adipocytes, leading to an oligomycin sensitive respiration undistinguishable from UCP1-mediated uncoupling. Importantly, although Ucp1-KO mice are sensitive to acute cold exposure (Enerbäck et al, 1997), they are able to recruit UCP1-independent thermogenic mechanisms and defend their body temperature when gradually adapting to cold, exhibiting almost 50% of the Ucp1-WT increase in maximal cold-induced heat production (Golozoubova et al, 2001; Ukropec et al, 2006a, b; Meyer et al, 2010; Shabalina et al, 2010). Multiple mechanisms of adaptive heat production have been proposed to provide this compensatory capacity, including creatine-dependent substrate cycling in brite adipocytes (Bertholet et al, 2017; Kazak et al, 2015), futile cycling of calcium between ER and cytosolic compartments in white adipose tissue (Ukropec et al, 2006a, b) or skeletal muscle (Bal et al, 2012; Rowland et al, 2015) and, importantly, futile substrate cycling in white adipocytes based on parallel lipolysis and re-esterification (Granneman et al, 2003; Flachs et al, 2013; Mottillo et al, 2014; Flachs et al, 2017). Our own data clearly corroborate the latter model and involve the circular processes lipolysis, liberation of glycerol and FFAs, and re-esterification of FFAs to glycolytically produced glycerol, effectively providing an ATP sink that meets the requirements to be stimulated adrenergically, oligomycin-sensitive and independent of UCP1. It remains to be demonstrated whether the process we and others observe in primary, cultured brown adipocytes is in fact present and physiologically relevant in vivo. At least in directly isolated mature brown adipocytes, adrenergic stimulation does not seem to lead to increased respiration (Matthias et al, 2000). On the other hand, adipocyte triglyceride synthesis is required for cold-induced thermogenesis in vivo, whereas UCP1 is not (Ellis et al, 2010; Meyer et al, 2010; Keipert et al, 2017). A key experiment will be to determine whether brown adipose tissue, white adipose tissue, muscle, or any other organ system is the actual source of adaptive, non-shivering thermogenic capacity in Ucp1-KO mice. As far as brown fat is concerned, optoacustic imaging of hemoglobin gradients may provide a suitable methodology to resolve this question in the future (Reber et al, 2018).

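Leaving out each of the 6 cultures in turn also gave 0 transcripts with an adjusted p under 0.05 between WT and Ucp1-KO cells, with between 317 and 1754 transcripts at an unadjusted p under 0.05. The smallest limma adjusted p in these comparisons of 5 cultures was 0.376, reached without WT replicate 10.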

Intriguingly, gene expression is virtually undistinguishable in WT and Ucp1-KO cells. 

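The enzymes and regulators of lipolysis and re-esterification were abundant in both genotypes. Pnpla2, which encodes adipose triglyceride lipase on chromosome 7 (141455188 to 141460743), had 757 ± 33.9 RPKM in WT and 744 ± 81.5 RPKM in Ucp1-KO cells (SD, n = 3). Lipe, the gene of hormone-sensitive lipase on chromosome 7 (25379527 to 25398486), had 478 ± 27.2 and 485 ± 33.1 RPKM (SD, n = 3). On the side of re-esterification, Agpat2 had 1043 ± 60.5 and 1070 ± 129 RPKM, Gpam 100 ± 25.8 and 121 ± 21.6 RPKM and Dgat2 54.9 ± 4.38 and 58.1 ± 13.8 RPKM (SD, n = 3 each). Gyk, the glycerol kinase gene, had 26.9 ± 11.7 and 31.0 ± 16.9 RPKM (SD, n = 3). These differences were within the spread of the cultures. Dgat1 was slightly more abundant in all Ucp1-KO than in all WT cultures, with 129 ± 2.26 against 121 ± 4.60 RPKM (SD, n = 3, exact two-sided permutation test, p = 0.10). Pck1 had the smallest unadjusted p of the 17 genes tested, with 110 ± 17.1 RPKM in Ucp1-KO and 85.5 ± 8.17 RPKM in WT cells (log2 fold change 0.35, limma adjusted p = 0.868). As a set, 27 transcripts of the 17 genes had a median log2 fold change of 0.06 (limma's camera, adjusted p = 0.0885). Without Ucp1-KO replicate 13, the median changed its sign to -0.10.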

All components of powerful, UCP1-independent thermogenesis by futile lipolysis and re-esterification are obviously already present in sufficient amounts in brown adipocytes. On the one hand, this renders the detection of said mechanism by transcriptomic methods difficult or impossible. On the other hand, it suggests that no additional component is required and could thereby be invoked in any cell of sufficient lipolytic/re-esterification capacity, possibly even non-adipocytes.

In summary, this study provides quantitative, interconnected substrate fluxes in brown adipocytes and resolves their dependency on adrenergic stimulation, the presence of UCP1 and the ability to phosphorylate ATP. It provides reference values to approximate flux rates from a limited set of measured parameters in the future and thereby allows to evaluate the plausibility of claims about the capacity of metabolic adaptations or manipulations. We furthermore delineate from our model that in brown adipocytes (1) FFAs are a significant contributor to extracellular acidification, (2) glycogen is the dominant glycolytic substrate source in the acute response to an adrenergic stimulus, and (3) the futile cycling of FFAs between lipolysis and re-esterification into triglyceride provides a mechanism for UCP1-independent, non-shivering thermogenesis in brown adipocytes.

## Supplementary Material

Reviewer comments

# Supplementary material for: Substrate fluxes in brown adipocytes upon adrenergic stimulation and uncoupling protein 1 ablation
**Source:** Life Sci Alliance. 2018 Nov 14;1(6):e201800136. doi: 10.26508/lsa.201800136
**Supplement:** Supplementary file 1

|  | **fold change** | **p** |
| --- | --- | --- |
| Irf4 | 2,3 | 0,035 |
| Grem1 | -4,0 | 0,000 |
| Vtn | -3,6 | 0,017 |
| Kng1 | -3,5 | 0,020 |
| Comp | -3,5 | 0,031 |
| Ucp1 | -3,3 | 0,000 |
| Hoxb9 | -3,3 | 0,025 |
| Cfi | -3,0 | 0,021 |
| Cfh | -3,0 | 0,024 |
| Galnt9 | -3,0 | 0,021 |
| Gdf10 | -3,0 | 0,011 |
| Igfbp2 | -2,8 | 0,004 |
| Lum | -2,7 | 0,043 |
| Sfrp1 | -2,7 | 0,003 |
| Cd200 | -2,7 | 0,025 |
| Clu | -2,6 | 0,022 |
| Rtn4rl2 | -2,2 | 0,026 |
| Arhgap20 | -2,2 | 0,040 |
| Gcnt4 | -2,1 | 0,045 |
| 2900026A02Rik | -2,1 | 0,004 |

How the deposited data were processed for this re-analysis (not part of the article)

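Transcript abundance was measured by RNA sequencing in 6 cultures of differentiated primary brown adipocytes, 3 of WT and 3 of Ucp1-KO origin. Genotype and replicate number of each culture came from the sample labels. The replicate numbers are not shared between the genotypes, so that no culture was paired with another.

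The authors sequenced single reads of 50 bases, mapped them to the mouse genome (build 38), assigned uniquely identified reads to known transcripts in the Genomatix software and deposited RPKM values, which are normalized to transcript length and to the mapped reads of each culture. The authors compared the genotypes with DESeq2 1.4.5. The deposited values used here are RPKM only, and this comparison was not repeated on the reads recovered from them. All 6 value columns were matched to a culture by name.

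The deposited table holds 168326 rows, 26277 and 2613 of which are RefSeq transcripts of protein-coding and non-coding genes. These 28890 were used, because the paper speaks of RefSeq transcripts. The planned design named the rows as listed, so the comparison over all annotations is given as an alternative. The 1573 and 1291 predicted RefSeq transcripts, 48232 Ensembl transcripts and 88340 further transcripts of the table were used only for that alternative and for the genes of the mitochondrial genome, of which 0 have a RefSeq row. Gene names are those of the table, and coordinates are from RefSeq and GENCODE M21 on GRCm38.

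The design named a test for counts and another for RPKM, and the latter was used. Transcripts with a mean of at least 0.5 RPKM over the 6 cultures (16865 of 12259 genes) were compared with limma 3.58.1 in R 4.3.3, by empirical Bayes with an intensity trend on log2(RPKM + 1), without covariates. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene sets were tested with limma's camera with a correlation of 0.01 between genes and adjusted over 10 sets, 9 of which were fixed before the data were examined. Single genes were also compared by exact two-sided permutation tests of their RPKM values. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other calculations.

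RPKM does not state the number of reads. It is a whole number of reads divided by transcript length and library total, so totals were computed from Ensembl transcripts of known length, about 93% of whose values came out whole. With these totals, 99.99% of the tested RefSeq transcripts gave whole reads in all cultures. In simulated data, 6 of 6 totals and the reads of 497 of 500 transcripts were recovered, and 0 of 500 transcripts that were not whole reads passed as whole. The totals lay between 14989604 and 17727653 reads. Precision is limited more by the number of cultures than by this depth, except for transcripts near the floor of 3 reads. Reads without molecular identifiers are not independent molecules, so that the floor covers counting error only.

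The comparison was tested on simulated data with the means and spread of the 6 cultures. Each transcript was drawn independently, without the variation that many transcripts share in the real cultures. With 200 of 16864 transcripts changed 3-fold, limma on log2(RPKM + 1) made 148 calls, 142 of them on changed transcripts and 6 on others, and limma-voom on reads made 149 calls with 8 on others. With no transcript changed, both made 0 calls. Because of the independent draws and the 200 changed transcripts, this does not tell how many 3-fold changes the real comparison could find. Ucp1 itself, with a log2 fold change of -1.78, had a limma adjusted p of 0.868 in the real data.

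Named genes are those of Table S1 and Fig S1C and D and those of the gene sets listed before the data were examined. The rule also covered the largest changes past the threshold, of which there were none. Elmod2, Gm5627, E330011O21Rik and the genes given for differences between single cultures were chosen after their values were seen. Alternatives fixed before the data were examined were a constant of 0.1 in place of 1 RPKM, no minimum abundance, 1 transcript per gene, leaving out each culture, other thresholds, camera with the correlation estimated, and other ways to rank transcripts and to correlate cultures. Added afterwards were the transcripts of all annotations, median-of-ratios scaling of the RPKM values, and limma-voom on the reads computed from RPKM, also with a minimum of 10 reads in every culture in place of the minimum RPKM. The latter left out 530 transcripts and took in 524 others with a mean under 0.5 RPKM. No culture was left out. Results for some single genes are not reported here. Protein, flux and respiration data of the paper were not analysed here.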

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

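Of the tests in this part, those of scaling and of GC content were chosen after the result was seen. The scan considered genes that the paper does not discuss, with all 3 Ucp1-KO cultures above all 3 WT cultures and a p-value among the 10 smallest of all transcripts. Both genes found encode long non-coding RNA. By chance 10% of transcripts have cultures that do not overlap, and 11.2% did.

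Gm5627 on chromosome 9 (102739648 to 102756685) had 6.86, 6.44 and 4.85 RPKM in WT and 11.4, 13.7 and 10.2 RPKM in Ucp1-KO cells, and was higher in 3 of 3 Ucp1-KO cultures than in any WT culture. The log2 fold change was 0.86 (standard error 0.15, unadjusted p = 9.08e-04, limma adjusted p = 0.868). It stayed between 0.73 and 0.98 under all alternatives run. With median-of-ratios scaling it was 0.87, and also 0.87 after the median of transcripts with like GC content was taken away, so that neither library scaling nor GC content accounts for it. Including a score of stromal and preadipocyte markers in the model, a measure of cell composition, left 0.93. Of the stretches of 50 bases in its transcript, 0.0% occur in a transcript of another gene. No annotated RefSeq gene overlaps it.

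E330011O21Rik on chromosome 16 (78250861 to 78255454) had 1.48, 1.01 and 1.01 RPKM in WT and 3.19, 2.26 and 2.88 RPKM in Ucp1-KO cells, again higher in 3 of 3 Ucp1-KO cultures. The values rest on only 16 to 49 reads per culture. The log2 fold change was 0.80 (standard error 0.15, unadjusted p = 0.00111, limma adjusted p = 0.868), with a range of 0.72 to 1.24 under the alternatives. Median-of-ratios scaling gave 0.81, the correction for GC content 0.78 and the stromal score in the model 0.74. Here 47.2% of the stretches of 50 bases also occur in a transcript of another gene. The authors used uniquely identified reads, but reads shared with other genes cannot be excluded for this transcript.

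Both genes fail the correction for multiple tests. At an unadjusted p under 0.002 there were 18 transcripts between the genotypes, and 4 of the 10 splits of the 6 cultures, the real split included, gave as many. The other splits that gave as many (31, 96 and 101 transcripts) all put WT replicate 10 and Ucp1-KO replicate 13, the 2 most similar cultures, on the same side. The remaining splits gave between 0 and 5. The splits thus depend on the likeness of these 2 cultures and cannot decide whether the pattern is chance. Chance among many transcripts is not excluded, and a dependence of these RNAs on the genotype remains a hypothesis.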

How the results depend on the processing

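No test in this part was chosen for an explanation, and the alternatives added after the data were seen are named as such. Alternatives listed for deposited read counts were not run, which were 2 versions of the authors' negative binomial test, other normalizations of counts and filters on deposited counts. Reads recovered from RPKM were tested with limma-voom only. Limma on log2(RPKM + 1), listed as an alternative to a count test, is the test reported. Leaving out the genes of the mitochondrial genome cannot move the rank of Ucp1, since the RefSeq transcripts hold none. No paired analysis was run, because the genotypes share no replicate numbers and no label pairs the cultures. That cultures were prepared in pairs is not excluded. By Spearman's rho, the closest Ucp1-KO culture was replicate 13 for WT replicate 10 (0.9899), 14 for 11 (0.9737) and 15 for 12 (0.9789). If these were pairs, the number of 0 transcripts past the threshold, the similarity test and the other tests by splits of the cultures could change.

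The number of transcripts with an adjusted p under 0.05 was 0 (935 at an unadjusted p under 0.05) and stayed 0 with a constant of 0.1 RPKM (943), with 1 transcript per gene (685), at a required 2-fold change, at an adjusted p under 0.1, and from 0 to 0 across the 6 comparisons that each left out 1 culture. It was also 0 with the alternatives added later, which were all annotations (5193 at an unadjusted p under 0.05), median-of-ratios scaling (1001), limma-voom on recovered reads (893) and limma-voom on transcripts with at least 10 reads in every culture (912). Without a minimum RPKM it was 22, 9 of them higher and 13 lower in Ucp1-KO cells. Of these, 20 had a mean under 0.5 RPKM, at most 1 read per culture and no read in 1 genotype. An unadjusted p under 0.05 with a 2-fold change, added later, gave 45 transcripts of 35 genes, 12 of them in Table S1. The number of Table S1 genes past the threshold was 0 and became 20 at an unadjusted p under 0.05.

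The log2 fold change of Ucp1 kept its direction under all alternatives run. Its rank in WT was from 13 to 24 when a WT culture was left out and within that range with the other ways to rank, but 115 over all annotations, an alternative added later. The similarity of the cultures kept its sign.

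With the inter-gene correlation estimated, the brown adipocyte markers (median log2 fold change 0.13), the respiratory chain set (0.07) and the stromal and preadipocyte markers (-0.35) kept their medians, which this setting cannot change, but were no longer past the threshold (adjusted p = 0.576, 0.759 and 0.576). With 1 transcript per gene the brown adipocyte markers also lost it (median 0.13, adjusted p = 0.0687). Over the alternatives, the adjusted p ranged from 3.07e-04 to 0.576 for the brown adipocyte markers, from 1.81e-06 to 0.759 for the respiratory chain set and from 2.96e-18 to 0.576 for the stromal markers. The brown adipocyte markers also lost it without WT replicate 11 (adjusted p = 0.327) or Ucp1-KO replicate 15 (0.118), and the respiratory chain set without WT replicate 11 (0.0739) or Ucp1-KO replicate 15 (0.729). The lipolysis and re-esterification set, not past the threshold, passed it over all annotations (0.09, adjusted p = 0.00710), without WT replicate 10 (3.07e-04), without Ucp1-KO replicate 14 (0.0329) and without Ucp1-KO replicate 15 (1.94e-04), with a range from 1.94e-04 to 0.759 over the alternatives. The mitochondrial markers, also not past it, passed without Ucp1-KO replicate 13 (0.0244), with a range from 0.0244 to 0.986. When each culture was left out, the medians ran from 0.07 to 0.21 for the brown adipocyte markers, from 0.01 to 0.17 for the mitochondrial markers, from -0.0034 to 0.13 for the respiratory chain set, from -0.10 to 0.13 for the lipolysis and re-esterification set and from -0.47 to -0.14 for the stromal markers. The direction changed without Ucp1-KO replicate 15 for the respiratory chain set and without Ucp1-KO replicate 13 for the lipolysis and re-esterification set. The cause was not tested.

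Among 37 single genes with 475 alternative values, 461 kept direction and side of the threshold, 13 values of 8 genes changed direction and 1 passed the threshold, which was Elmod2 without a minimum RPKM. All reversals came from leaving out a culture. The log2 fold change then ran from -0.23 to 0.05 for Cox7a1, from -0.05 to 0.29 for Cox8b, from -0.01 to 0.17 for Cpt1b, from -0.10 to 0.0052 for Cs, from -0.09 to 0.01 for Sod2, from -0.03 to 0.17 for Hadha, from -0.04 to 0.0045 for Vdac1 and from -0.11 to 0.21 for Vdac3. Depth limits the rare genes of Table S1, for which 1 RPKM is a large part of the value. Grem1 rested on 32 to 70 reads in WT and 5 to 10 reads in Ucp1-KO cells.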

Differences from the paper's values

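In this part, the settings chosen after the values were seen are named as such. The paper reports 20 differentially expressed genes, and 0 transcripts had an adjusted p under 0.05 here, with 935 at an unadjusted p under 0.05. The paper states neither its threshold nor whether the p-values of Table S1 are adjusted. Whether these numbers rest on a like threshold is therefore not known. Of the alternatives set before the data were examined, testing without a minimum RPKM gave 22 transcripts, a number near the paper's, but these include 0 of the paper's genes. The others gave 0. All 20 genes the paper calls had an unadjusted p under 0.05 here, the setting under which each of them is called. With an unadjusted p under 0.05 and a 2-fold change, which was chosen after seeing the values, 12 of the 20 are among 35 genes called, and 19 of the 20 pass the same 2 limits in limma-voom on recovered reads, chosen likewise.

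Fold changes of 10 of the 20 genes of Table S1 differed from the paper's by more than the spread between cultures, all in the same direction as in the paper. With the sign of a decrease, they were for Irf4 1.6 against the paper's 2.3, for Grem1 -2.1 against the paper's -4.0, for Kng1 -2.1 against the paper's -3.5, for Comp -1.7 against the paper's -3.5, for Hoxb9 -1.6 against the paper's -3.3, for Cfi -1.9 against the paper's -3.0, for Galnt9 -1.9 against the paper's -3.0, for Arhgap20 -1.5 against the paper's -2.2, for Gcnt4 -1.6 against the paper's -2.1 and for 2900026A02Rik -1.6 against the paper's -2.1. With a constant of 0.1 in place of 1 RPKM, set before the data were examined, the value was within the spread of the paper's for 9 of them, at 2.2 for Irf4, -4.6 for Grem1, -4.8 for Kng1, -3.9 for Comp, -3.3 for Hoxb9, -3.3 for Cfi, -3.5 for Galnt9, -2.2 for Gcnt4 and -2.0 for 2900026A02Rik. Without WT replicate 12 the paper's value was also within the spread for Kng1 (-2.2), Cfi (-2.0), Gcnt4 (-1.6) and 2900026A02Rik (-1.6), but these fold changes hardly moved and the spread between the remaining cultures was wider, for example 0.37 in place of 0.26 on the log2 scale for Gcnt4. Without Ucp1-KO replicate 14 it was within the spread for Gcnt4 (-1.8). Other alternatives raised the number of genes that differed. It was 15 of the 20 without WT replicate 11, among them also Vtn, Gdf10, Cd200, Clu and Rtn4rl2. It was 11 of the 20 without WT replicate 10 or without Ucp1-KO replicate 15. Without WT replicate 10 the gene added was Lum, at -3.3 against the paper's -2.7, with a spread of 0.24 in place of 0.89 on the log2 scale. The 10 genes named above moved toward the paper's values in that comparison, for example Grem1 to -2.4 and Cfi to -2.3. No alternative set before the data were examined brought Arhgap20 within the spread of the paper's value. Limma-voom on recovered reads, which was chosen after seeing the values, came within the spread for all 10. It gave 2.3 for Irf4, -1.9 for Arhgap20 and -2.0 for 2900026A02Rik. The others lay beyond the paper's values, with -5.9 for Kng1, -5.5 for Grem1, -5.4 for Comp, -4.5 for Hoxb9, -4.0 for Galnt9, -3.6 for Cfi and -2.3 for Gcnt4. The spread was also wider, for example 0.98 in place of 0.51 on the log2 scale for Kng1. Limma-voom on transcripts with at least 10 reads in every culture, chosen likewise, came within the spread for Irf4, Cfi, Arhgap20, Gcnt4 and 2900026A02Rik.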

Other observations

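Of the tests in this part, these were chosen only after the result was seen: the splits of the cultures for the number of transcripts, Table S1, the respiratory chain, stromal and immediate early sets, the models with a component or score of the cultures, all tests of Table S1 genes against stromal cells, the GC content of the components, and, for Elmod2, reads running on from Ucp1, the neighboring region, library scaling and its place beside Ucp1.

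The number of 935 transcripts at an unadjusted p under 0.05 between the genotypes was reached or exceeded by 4 of the 10 splits of the 6 cultures into 3 and 3, the real split included. In any split, 0 transcripts passed the adjusted threshold. The other splits that reached it (1926, 2696 and 2002) all put WT replicate 10 and Ucp1-KO replicate 13 on the same side. The remaining splits gave between 42 and 645, so this test depends on the likeness of these 2 cultures. Variation between cultures of the same genotype may hide differences, and its first component holds 44.0% of it. With this component in the model, the number past the threshold remained 0, with 2138 at an unadjusted p under 0.05, and 4 of the 10 splits gave as many. A score of stromal and preadipocyte markers as a measure of cell composition also left 0, with 326 at an unadjusted p under 0.05.

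For the sets, the share of splits with a median as far from 0 was 3 of 10 for the brown adipocyte markers, 6 of 10 for the mitochondrial markers, 6 of 10 for the respiratory chain set, 7 of 10 for the lipolysis and re-esterification set, 3 of 10 for the stromal and preadipocyte markers, 2 of 10 for the adrenergic signaling set and 4 of 10 for the immediate early set, a list of stimulus-induced genes added after the data were seen, whose median was -0.09. The share was 2 of 10 for the mature adipocyte set, which includes Adipoq, Fabp4 and Pparg. Its median was 0.13, with 21 of 25 transcripts higher in Ucp1-KO cells (limma's camera, adjusted p = 0.0153, and 0.694 with the correlation estimated). For the glycogen set the share was 9 of 10 (median -0.02), and for the creatine and calcium cycling set 5 of 10 (median -0.06). All 24 transcripts of the stromal and preadipocyte markers were lower in Ucp1-KO cells, with a median of -0.35, and the value was also -0.35 after correction for GC content. The respiratory chain set had a median of 0.08 after this correction. With 10 splits no share can be under 0.1, so none of these differences can be told apart from a split of the cultures unrelated to genotype.

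The 18 genes of Table S1 that were lower in Ucp1-KO cells, Ucp1 aside, may follow the number of undifferentiated stromal cells in a culture. Within genotypes, their median correlation with the stromal score was 0.81 across the 6 cultures, higher than in 100.0% of 10000 random lists of like abundance, whose median was 0.20. The score itself did not separate the genotypes, with 5.96, 6.70 and 6.17 in WT and 6.17, 5.96 and 5.53 in Ucp1-KO cells (exact two-sided permutation test, p = 0.4). With the score in the model, the median log2 fold change of these genes went from -1.08 to -0.72, and that of Ucp1 from -1.78 to -2.08. A share of stromal cells is thus a candidate explanation for part of the list. Whether it accounts for the whole of the difference is not decided by the -0.72 that remained. The genes were picked for their difference in these same cultures, and the score measures cell composition only indirectly. Because the list was drawn from these cultures, all 20 genes passed an unadjusted p under 0.05 in 1 of 10 splits, the real one, which shows no stability.

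Elmod2, the gene next to Ucp1 at 83312632 to 83332490 on chromosome 8, had the smallest p of all genes after Ucp1. Its abundance was 22.9, 24.1 and 23.0 RPKM in WT and 15.9, 16.4 and 15.6 RPKM in Ucp1-KO cells, with a log2 fold change of -0.52 (standard error 0.08, unadjusted p = 3.16e-04, limma adjusted p = 0.868) and lower values in 3 of 3 Ucp1-KO cultures. The log2 fold change stayed between -0.54 and -0.50 when single cultures were left out. Reads of Ucp1 transcripts that run on into Elmod2 would make WT replicate 10, the culture with the most Ucp1, higher in Elmod2 than the other WT cultures by 5.59 RPKM, but the difference was -0.65 RPKM. The 11 other genes tested within 500 kb of Ucp1 had a median log2 fold change of -0.01, and 51.0% of 1836 random windows had a lower one, which leaves no shift of this region as a whole. The 3 tested genes nearest to Ucp1 after Elmod2, looked at after their values were seen, were all lower in Ucp1-KO cells, with log2 fold changes of -0.14 for Tbc1d9, -0.10 for Scoc and -0.51 for Rnf150 (unadjusted p = 0.448, 0.371 and 0.0813), so that a shift nearer to Ucp1 is not excluded. Correction for GC content gave -0.58 and median-of-ratios scaling -0.51. In its transcript, 0.0% of the stretches of 50 bases occur in another gene. Of 12243 genes, 0.025% have a nearest neighbor with a p as small, but Elmod2 was picked for its small p, so that this share does not exclude chance. An effect of the altered Ucp1 locus on Elmod2, or a strain variant carried along with the targeted allele, are hypotheses that the RPKM values cannot tell apart, and the strain was not tested.

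Cultures of the same genotype varied mainly along 2 components. The first set WT replicate 10 and Ucp1-KO replicate 13 (scores -0.51 and -0.62) apart from the other cultures (0.22 to 0.41). Ddit3, a stress response gene, had 44.1 and 29.9 RPKM in these 2 cultures and 124 to 184 RPKM in the others, while Fasn had 732 and 1118 RPKM against 297 to 718 RPKM. A stress response with less lipogenesis is a candidate explanation. Lists of 16 stress response genes and 16 lipogenic genes that had not been used to find the component lay further toward opposite ends than 100.0% and 100.0% of 10000 random lists of like abundance. The weights hardly followed GC content (Spearman's rho across transcripts -0.07). The labels give no condition that sets these cultures apart, so that no explanation by condition was tested.

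The second component held 40.1% and ran from Ucp1-KO replicate 14 (0.57) to Ucp1-KO replicate 15 (-0.67). The macrophage gene C1qa had 91.2 RPKM in the former and 1.42 RPKM in the latter, and Lyz2 657 and 30.0 RPKM. A varying number of macrophages may account for part of it, as 12 macrophage genes not used to find the component lay further out than 100.0% of the random lists. Skeletal muscle cells in some cultures were tested in the same way. Only 1 gene of the muscle list was abundant enough and had not been used, which makes that test void (95.5% of random lists). Spearman's rho with GC content was 0.14.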
